A study of Mus musculus with 6 samples. Its data were reported in "A β-catenin-driven switch in TCF/LEF transcription factor binding to DNA target sites promotes commitment of mammalian nephron progenitor cells" (2021).

How the data were processed

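Hi-C, a method that ligates and sequences pairs of DNA fragments lying close together in the nucleus, was carried out on mouse nephron progenitor cells (NPCs) of embryonic day 16.5 kidney cortex. The 6 libraries formed 3 groups of 2: primary NPC, NPC cultured for 24 h with 1.25 µM CHIR99021 (low CHIR), and NPC cultured for 24 h with 5 µM CHIR99021 (high CHIR). Processed values were deposited for the 4 CHIR libraries. The primary NPC libraries have none and were not analysed here.

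Reads were demultiplexed with bcl2fastq 2.17 and aligned with BWA to mm10, duplicates were removed with Picard, and loops were called separately in each library with the HiCCUPS caller of Juicer Tools. A loop is a pair of genomic positions, its anchors, whose contact exceeds that of the surrounding map. Each deposited list gives 1 entry per loop on 5 kb pixels, with neighboring pixels already merged into a cluster center. The deposited observed values are raw contact counts at the loop pixel, with no normalization. Every one of these counts is even and the smallest is 22, so each contact appears to have been entered once for each anchor, and counting error is larger than the deposited counts state. The deposited expected values are a signal on the same scale, computed by the authors from 4 local neighborhoods of the pixel, of which the ring around it (donut) was used here. The deposited false discovery rates are p-values adjusted by the caller, one per neighborhood, and the highest in any list is 0.0998. The column meant for the cluster radius is empty.

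The lists hold 43393 and 53244 loops in low CHIR and 51077 and 55913 loops in high CHIR. Counts at listed loops total 1586896 and 2062034 in low CHIR and 1870092 and 2239620 in high CHIR. These are sums over called loops, not sequencing depth, which the lists do not give. The median count per loop is 30 or 32 in each library.

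Loops of 2 lists were matched one to one, nearest first, when both anchor centers lay within 10 kb. A loop was called reproducible when matched between the 2 replicates of a condition, shared when a reproducible loop of one condition matched one of the other, and specific otherwise. A strictly specific loop was specific and had no match in either library of the other condition. Random matches were estimated by moving 1 list by 200 to 1000 kb, 20 times. Genes came from GENCODE M21 on the same build, and a gene was given every loop with an anchor center within 15 kb of one of its transcription start sites (TSS). Of 55450 annotated genes, 46962 had a loop in at least 1 library.

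Contact counts of the 9039 loops matched in all 4 libraries were tested with the edgeR 4.0.16 quasi-likelihood test (R 4.3.3, TMM factors, condition only), with Benjamini-Hochberg (BH) adjusted p under 0.05 as the threshold. Each count was that at the position called in its own library, and the positions printed for such a loop are means over libraries. The 4 counts of a loop can therefore lie at different pixels. DESeq2 1.42.0 was run beside it. Shares of loops were compared with two-sided Fisher's exact tests, in which loops are not independent replicates. With 2 libraries against 2 there are 3 ways to form pairs, so no exact test over libraries can go below p = 0.333, and values of the 2 mixed pairings are given beside the real one. Loop numbers of 14 gene lists were compared, two-sided, with 10000 random lists matched on mean loop number, after adding 0.5 to each sum. Convergent CTCF motifs (core CCASYAGRKGGC, at most 1 mismatch) and the TCF/LEF motif CTTTGAW were counted in the 5 kb anchors on the mm10 sequence, the latter with 9999 permutations over loops. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

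Groups, tests, gene lists and most alternatives were fixed before the data were examined. The lists were NPC self-renewal, nephron induction, canonical Wnt feedback and targets, TCF/LEF factors and beta-catenin, AP-1 factors, sterol biosynthesis, cell cycle, Hox genes, interstitial progenitor markers, ureteric epithelium markers, endothelial markers, immune markers, housekeeping genes, and the 6 genes that the study names as looped. Named genes followed a rule fixed at the same time: up to 4 members of each list, from those with the most loops, the 6 study genes, up to 10 tested loops past the threshold in each direction, and the 10 genes in each direction with the most strictly specific loops. Chosen after the data were seen were the test of median contact change per gene list (10000 random loop sets matched on span and mean count, and 2000 random gene sets), the genes named from it, halved counts with and without a block, the comparison of Hox clusters with random windows, and the relation of contact change to loop span.

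Other settings tried were tolerances of 5 and 20 kb, matching of any pair, false discovery rates of at most 0.01, counts of at least 40, equal list lengths, other normalizations (DESeq2 size factors, donut expected counts as offset, loess on span and count), a mean count of at least 50, a replicate block, a TSS distance of 2.5 kb, protein-coding genes alone, reproducible loops alone, unmatched random lists, other motif settings, and each library left out in turn. For the median contact change of a list, the library was left out of differences of mean log2 counts at the same loops. No loops were matched again and no model was refitted for it.

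The matching of loops, the count test and the gene list tests were tested on simulated or altered data, and the motif search, the TSS shares and the Hox windows were not. Counts drawn as even values for the 9039 loops, with changes at known loops, gave calls for 11.9% of loops changed 1.5-fold, 52.2% of those changed 2-fold and 93.9% of those changed 3-fold, with 7 false calls. These counts had a common dispersion and no calling step. A real loop was tested only if called in all 4 libraries, so loops that changed strongly may have dropped out before the test. Of 400 random lists of 20 genes drawn from the 46962 genes with a loop and left unchanged, 9 had p under 0.05, and lists changed 1.5-fold were recovered in 20 of 20. Of 400 random sets of 20 loops drawn from the 9039 and left unchanged, 22 had p under 0.05 in the test of median contact change, and of 100 sets raised 1.25-fold all 100 did. The rise was added to the fitted median and no counts were simulated, so this recovery says little about power. The sets were random loops without the shared anchors of real gene lists. In the matching of 2 simulated lists, all 3004 moved loops were paired with their own partner.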

Results

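The data were loop lists from Hi-C of NPCs, the mesenchymal cells of the embryonic mouse kidney that renew themselves and give rise to nephrons. CHIR99021 (CHIR) inhibits the kinase GSK3, which stabilizes β-catenin and activates canonical Wnt signaling. The low dose is used to maintain NPCs and the high dose to induce their differentiation. The analysed groups were low CHIR (1.25 µM) and high CHIR (5 µM), each with 2 libraries after 24 h of culture. The mean number of loops per library was 48319 ± 6966 (SD, n = 2) in low CHIR and 53495 ± 3420 (SD, n = 2) in high CHIR. The observed count at a loop had a median of 2.77 and 2.71 times the donut expected count in the low CHIR libraries, and 2.71 and 2.70 times in the high CHIR libraries.

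The first comparison asked which chromatin contacts differed in strength between the CHIR doses. In high CHIR, contact rose at a loop of Msx1, a homeobox transcription factor gene that responds to Wnt and BMP signals. It also rose at a loop of Nkd1, a feedback inhibitor of canonical Wnt signaling. Contact fell at a loop of Klhdc10 and 1700012C14Rik, named here the Zc3hc1 loop. Zc3hc1 has a start site within 15 kb of an anchor center but overlaps neither anchor. The Msx1 loop joined chromosome 5 positions 37816307 to 37821306 with 38084016 to 38089015, an intron of Stx18. The first anchor overlapped only the end of Msx1, a minus-strand gene from 37820485 to 37824583, and otherwise lay downstream. This loop had 34 and 38 counts in low CHIR and 80 and 114 counts in high CHIR, a log2 fold change of 1.29 (SE 0.21, n = 2 per group). The Nkd1 loop joined chromosome 8 positions 88453353 to 88458352, which are intergenic, with 88517008 to 88522007. The second anchor overlapped only the start of Nkd1, a plus-strand gene that begins at 88521354, and otherwise lay upstream. This loop had 42 and 54 counts in low CHIR and 120 and 120 counts in high CHIR, a log2 fold change of 1.20 (SE 0.20). The third loop joined chromosome 6 positions 30401501 to 30406500 in Klhdc10 with 30460861 to 30465860 in 1700012C14Rik, with Zc3hc1 as a further gene within reach. It had 66 and 96 counts in low CHIR and 30 and 34 counts in high CHIR, a log2 fold change of -1.46 (SE 0.23). Each count was taken at the position called in that library, so differing positions may add to these changes, which was not tested. With a tolerance of 5 kb the Nkd1 loop was not matched in all 4 libraries.

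These 3 loops were the only ones called among 9039 by edgeR in the main fit without a block, each with an adjusted p of 0.0189, while 692 loops had an unadjusted p under 0.05. With a replicate block edgeR called 28 loops, 11 higher and 17 lower in high CHIR, these 3 among them. It called 6 with the block on halved counts. Whether libraries of the same number shared a litter is not stated. In the other 2 pairings of the 4 libraries, which mix the doses, edgeR called 0 loops, with 308 and 353 at an unadjusted p under 0.05. DESeq2 called 0 loops, with 122 at an unadjusted p under 0.05, while the log2 fold changes kept their size (1.29 for Msx1, 1.21 for Nkd1 and -1.46 for the Zc3hc1 loop). With the donut expected count as offset edgeR called 0 loops, with 539 at an unadjusted p under 0.05, and the log2 fold changes were 0.27 for Msx1, 0.81 for Nkd1 and -0.05 for the Zc3hc1 loop. The fit with this offset was not centered: its median over all 9039 loops was -0.05, against -0.0009 in the main fit. With loess normalization only the Nkd1 loop was called (adjusted p = 0.0492, within a range of 4.56e-05 to 0.744 over its 10 alternatives). Without low CHIR replicate 1 edgeR called 14 loops, these 3 among them. None of the 3 passed without low CHIR replicate 2, where 1 other loop was called. Without high CHIR replicate 1 or replicate 2 it called 0 loops, with 828 and 588 at an unadjusted p under 0.05. The log2 fold changes without either were 1.42 and 1.16 for Msx1, 1.08 and 1.34 for Nkd1, and -1.48 and -1.41 for the Zc3hc1 loop.

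The gene lists asked whether contact moved together at loops of genes with a known role in the CHIR response or in NPCs. Contact rose in high CHIR at the loops of canonical Wnt feedback and target genes. Of the 18 genes on this list, 12 had a loop in all 4 libraries, and 17 of their 20 loops had a higher count in high CHIR. The median log2 fold change of the 20 loops was 0.36, against a 95% range of -0.13 to 0.14 in matched random loop sets. Relative to the mean of the 4 libraries, the median log2 count was -0.11 and -0.20 in the low CHIR libraries and 0.17 and 0.18 in the high CHIR libraries. The 2 loops of Nkd1 had a median log2 fold change of 1.20 and the 2 loops of Msx1 one of 0.96, and with the donut expected count as offset 0.66 and 0.44. Single loops of Rnf43, a ubiquitin ligase that removes Wnt receptors, of Msx2, and of Axin2, a scaffold of the β-catenin destruction complex, had log2 fold changes of 0.48, 0.45 and 0.42, which did not pass on their own and were 0.28, -0.52 and -0.50 with the donut expected count as offset. All 4 loops of Bambi, a decoy receptor of TGF-β signaling, had higher counts in high CHIR, with a median of 0.32 (-0.03 with the donut offset). Both loops of Notum, a Wnt deacylase, and all 3 loops of Dkk1, a secreted Wnt antagonist, had higher counts too, with medians of 0.26 and 0.21 (0.25 and -0.07 with the donut offset). The loop of Apcdd1 had 0.31 (-0.16 with the donut offset). Tcf7 (-0.20), the mesoderm factor T (-0.23) and Cdx1 (-0.07) had values in the other direction, and -0.48, -0.01 and -0.30 with the donut offset. Lef1, Sp5, Nkd2, Lgr5, Znrf3 and Twist1 had no loop listed in all 4 libraries.

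For this list the permutation p was 0.0001, the smallest that 10000 random loop sets can give, and 0.0014 after BH adjustment over 14 lists. With random gene sets in place of loop sets p was 0.0005, or 0.007 after adjustment. Of its 20 loops, 3 passed when adjusted over the list alone and 2 passed over all 9039 loops. The loop added was a second one of Nkd1, at chromosome 8 positions 88362516 to 88367515 and 88522780 to 88527779, with 46 and 30 counts in low CHIR, 66 and 130 in high CHIR and a log2 fold change of 1.21 (SE 0.27). The median of the list was 0.01 with the donut expected count as offset, against -0.05 over all 9039 loops. The test and the genes named from it were chosen after the data were seen.

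**Figure D1:**
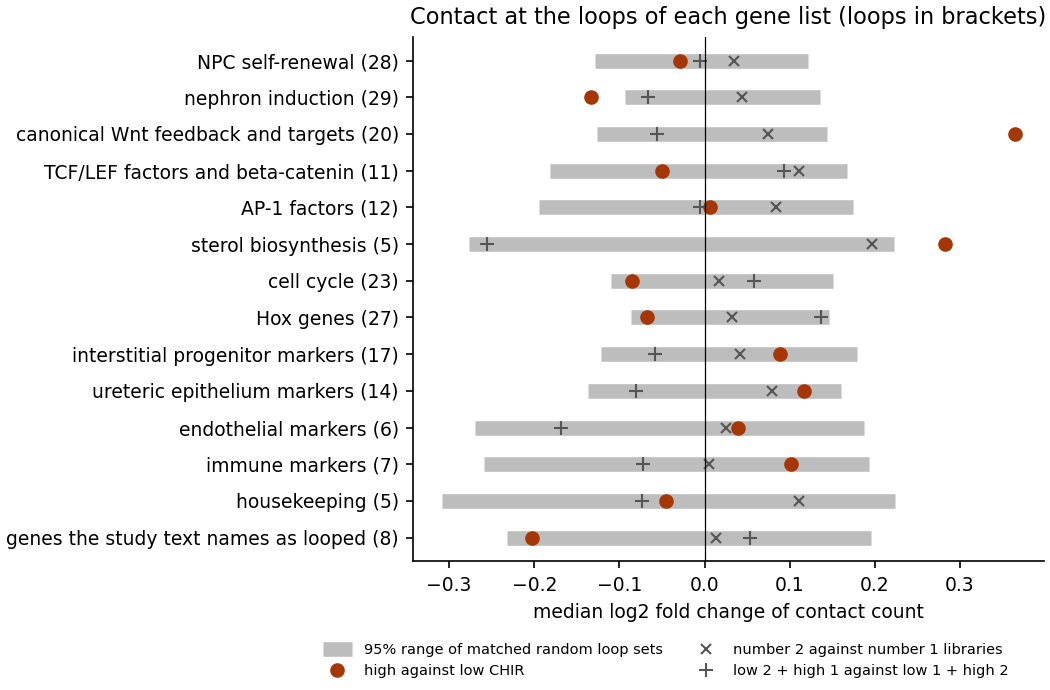
Median log2 fold change of contact count (horizontal axis) at the loops of each gene list (vertical axis, number of loops in brackets), for high against low CHIR (filled points) and for the 2 pairings that mix the doses (crosses). Gray bars are the 95% ranges of matched random loop sets. The canonical Wnt point at 0.36 lies beyond its bar, which ends at 0.14.

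No other list passed. Nephron induction genes had a median log2 fold change of -0.13, with 12 of 29 loops higher in high CHIR (permutation p = 0.0124, adjusted p = 0.0868). From mean log2 counts, without a refit, the median was 0.05 without low CHIR replicate 1 and 0.04 without high CHIR replicate 1. Its direction thus rested on single libraries. With the donut offset the median was -0.02. In this list 2 loops passed when adjusted over the list alone and 0 over all loops (edgeR, 6 at an unadjusted p under 0.05). They were a loop of Pax8, a transcription factor of the early nephron, with a log2 fold change of -1.15 (adjusted p = 0.0601 in edgeR over all loops) or -0.13 with the donut offset, and a loop of Mafb, a podocyte transcription factor, with 0.79 (adjusted p = 0.293) or 0.43 with the donut offset. NPC self-renewal genes had a median of -0.03 (0.07 with the donut offset), with 13 of 28 loops higher. Both loops of Six2, the transcription factor that maintains NPCs, had lower counts in high CHIR, with a median of -0.57 (0.02 with the donut offset). Both loops of Eya1, a partner of Six2, had lower counts too (-0.52, or -0.21 with the donut offset), while all 3 loops of Itga8, an integrin of the NPC surface, had higher ones (0.59, or 0.36 with the donut offset). In this list edgeR passed 0 loops over all loops and 0 when adjusted over the list alone, with 5 at an unadjusted p under 0.05. TCF/LEF factors and beta-catenin had a median of -0.05 (-0.18 with the donut offset), with 5 of 11 loops higher. A loop of Tcf7l1, a TCF that acts mostly as a repressor, was the 1 loop that passed when adjusted over the list alone (-0.76, or -0.24 with the donut offset, adjusted p = 0.229 in edgeR over all loops). Sterol biosynthesis genes had a median of 0.28 (adjusted permutation p = 0.0929), with 3 of 5 loops higher. Srebf2 had 0.31, Fdps 0.31 and Dhcr7 0.28 (-0.02 with the donut offset), against -0.007 for Ldlr and -0.04 for Sqle. That median was 0.14 without low CHIR replicate 2 and -0.05 without high CHIR replicate 2.

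The remaining lists had adjusted p values of 0.319 to 0.895. AP-1 factors had a median log2 fold change of 0.01, with 7 of 12 loops higher in high CHIR. Cell cycle genes had -0.09 (9 of 23) and Hox genes -0.07 (11 of 27). Markers of cells other than NPCs had medians of 0.09 for interstitial progenitor markers (12 of 17), 0.12 for ureteric epithelium markers (10 of 14), 0.04 for endothelial markers (4 of 6) and 0.10 for immune markers (5 of 7). Housekeeping genes had -0.05 (2 of 5), and the genes that the study names as looped, a list drawn from these samples and so not independent evidence, had -0.20 (3 of 8). In each of these lists and in sterol biosynthesis edgeR passed 0 loops over all loops and 0 when adjusted over the list alone, with 0 to 2 at an unadjusted p under 0.05. Leaving out 1 library turned the sign of the median for AP-1 factors (-0.09, -0.04 and -0.06 without low CHIR replicate 1, low CHIR replicate 2 and high CHIR replicate 2), cell cycle genes (0.07 without high CHIR replicate 2), interstitial progenitor markers (-0.03 without high CHIR replicate 2), endothelial markers (-0.07 without low CHIR replicate 2) and housekeeping genes (0.05 without high CHIR replicate 1). The donut offset turned it for interstitial progenitor markers (-0.17), endothelial markers (-0.08) and housekeeping genes (0.05), and gave -0.23 for Hox genes, -0.12 for cell cycle genes, 0.0074 for ureteric epithelium markers, 0.05 for immune markers, 0.01 for AP-1 factors and -0.12 for the genes that the study names. Since its median over all loops was -0.05, small negative values with it, such as that of endothelial markers, lie near the typical loop. The sterol biosynthesis median was 0.25 with it.

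The next comparison asked which loops were called in one condition and not in the other. Genes with the most strictly high-specific loops were Abcc12, a member of the ABC transporter family, with 6, Jag1, the Notch ligand of the forming nephron, with 5, and Zc3hc1 with 5. Jag1 had 6 and 9 loops in the low CHIR libraries and 9 and 14 in the high CHIR libraries. Abcc12 had 7 and 10 in low CHIR and 17 and 23 in high CHIR. Nmnat2, an enzyme of NAD synthesis, had 4 strictly high-specific loops, with 5 and 7 loops in low CHIR and 12 and 14 in high CHIR. Runx1, a transcription factor of blood formation, Rere, Osbpl10, Mrps26, 4930473A02Rik and Gm44535 also had 4 each. Genes with the most strictly low-specific loops were Schip1 with 4, Lrig1, a negative regulator of growth factor receptors, with 4, Itpr1, a calcium release channel, with 4, and Phldb2 with 4. Lrig1 had 9 and 7 loops in low CHIR and 4 and 6 in high CHIR. Zfp608, Xylt1, Snx29, Gm45153, AC129179.1 and Platr28 had 3 each, and Zfp608 also had 3 strictly high-specific loops. Strictly specific loops of the other direction numbered 2 at Itpr1 and Runx1, and 1 at Phldb2, Xylt1, Gm45153, Snx29, Jag1 and Zc3hc1. Itpr1 had 15 and 14 loops in low CHIR and 14 and 15 in high CHIR, and Zc3hc1 had 9 and 14 against 11 and 12. Mrps26 and 4930473A02Rik, like Xylt1 and Gm45153, have nearby start sites, so their strictly specific loops may be the same. The most at any gene was 4 in low CHIR and 6 in high CHIR, against 4 in each pair of the mixed pairings. Genes with 3 or more such loops numbered 75 in low CHIR and 85 in high CHIR, and from 21 to 87 in the mixed pairs, with the 87 in the libraries numbered 2. In that mixed pair Nmnat2, Rere and Runx1 had 3 each. These numbers per gene were too small for a test per gene.

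In low CHIR 15576 loops were reproducible and in high CHIR 16441. Of these, 9039 were shared, 58.03% of the low CHIR loops (95% Wilson interval 57.3 to 58.8) and 55.0% of the high CHIR loops (54.2 to 55.7). The intervals cover counting error only. Low-specific loops numbered 6537 and high-specific loops 7402, of which 3297 and 3937 were strictly specific. The 7234 strictly specific loops of the real pairing stood against a mean of 6466 and a highest value of 6610 in the mixed pairings. Replicates of one condition matched at 32.2% and 30.7% of their loops (matches as a share of the mean list length), and libraries of different conditions at 30.1% to 31.3%, so replicates differed from each other about as much as libraries of different doses did. The share of low CHIR loops was 20.9% without low CHIR replicate 1 and 23.7% without low CHIR replicate 2, and that of high CHIR loops 19.5% without high CHIR replicate 1 and 20.2% without high CHIR replicate 2, since the remaining library then brings in its unreplicated loops.

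**Figure D2:**
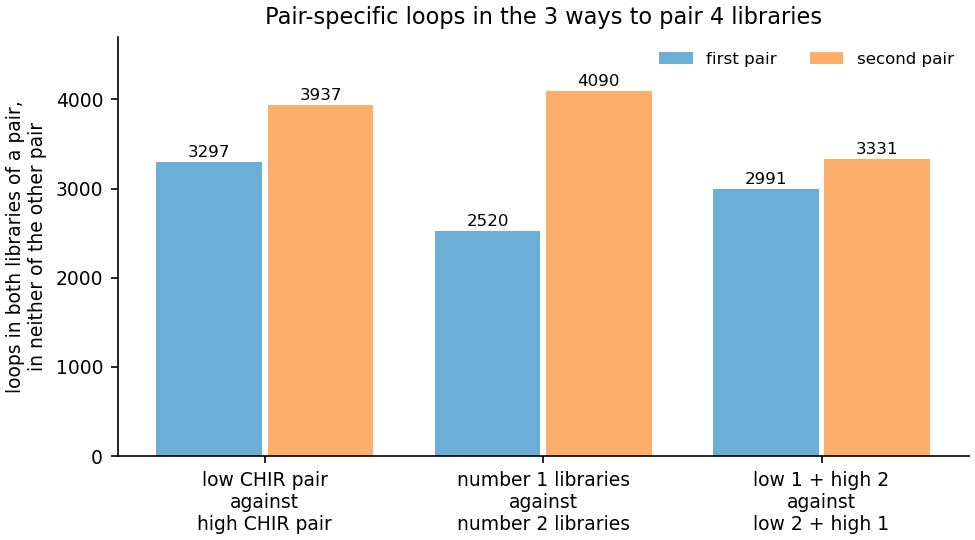
Number of loops (vertical axis) found in both libraries of a pair and in neither library of the other pair, for the 3 ways to form pairs from the 4 libraries. The low CHIR and high CHIR pairs had 3297 and 3937, and the mixed pairs between 2520 and 4090.

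Specific loops had fewer contacts than shared loops. The median count was 35 in low-specific, 34 in high-specific and 54.5 in shared loops. Loops with the minimum count of 22 were found in the other replicate in 6.88% to 13.0% of cases, and loops with a count of 100 or more in 95.8% to 98.6%.

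**Figure D3:**
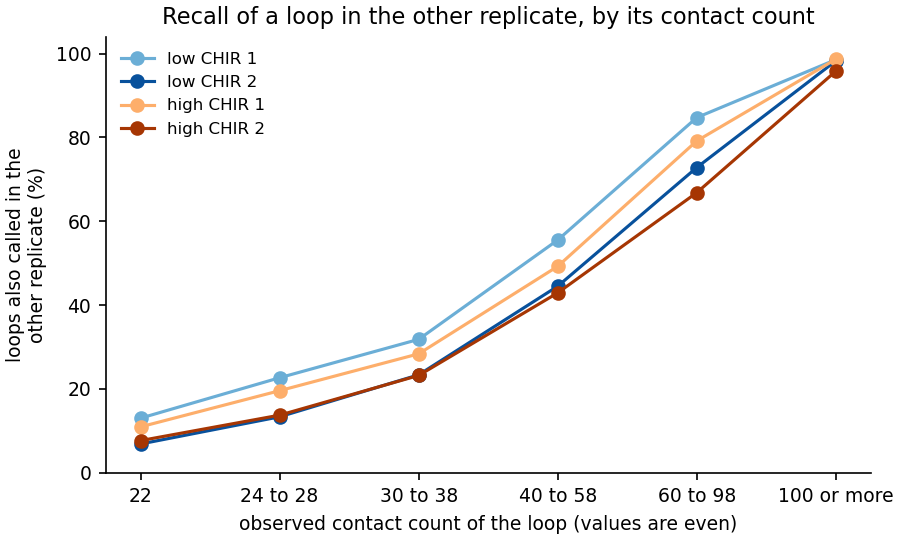
Share of loops called again in the other replicate (vertical axis, percent) by observed contact count (horizontal axis), with 1 line per library. The share runs from 6.88% to 13.0% at a count of 22 up to 95.8% to 98.6% at a count of 100 or more.

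The 6 genes that the study names as looped were looked up in every library. Lef1, a transcription factor that carries β-catenin to DNA and is itself a Wnt target, had 4 reproducible loops in high CHIR and 0 in low CHIR. All 4 joined the Lef1 promoter region near 131105001 on chromosome 3 to positions upstream, with spans of 290, 220, 158 and 93.1 kb. Of these, 3 matched a loop in 1 low CHIR library each, and the loop of 93.1 kb, from 131011875 to 131016874, was found in neither. Single low CHIR libraries had 4 and 5 Lef1 loops and single high CHIR libraries 6 and 6. Wnt4, the signal that turns NPCs into epithelium, had 1 shared loop of 62.6 kb and 1 high-specific loop of 121 kb that was found in all 4 libraries. Lhx1, a transcription factor of the renal vesicle, had 1 shared loop and 1 high-specific loop, the latter also found in low CHIR replicate 1. Emx2 had 2 shared, 1 low-specific and 2 high-specific loops, and each specific one was found in 1 library of the other condition. Bmp7 had 2 shared loops. Cxcr4, a chemokine receptor gene, had 2 shared loops and 1 low-specific loop that was found in high CHIR replicate 1.

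**Figure D4:**
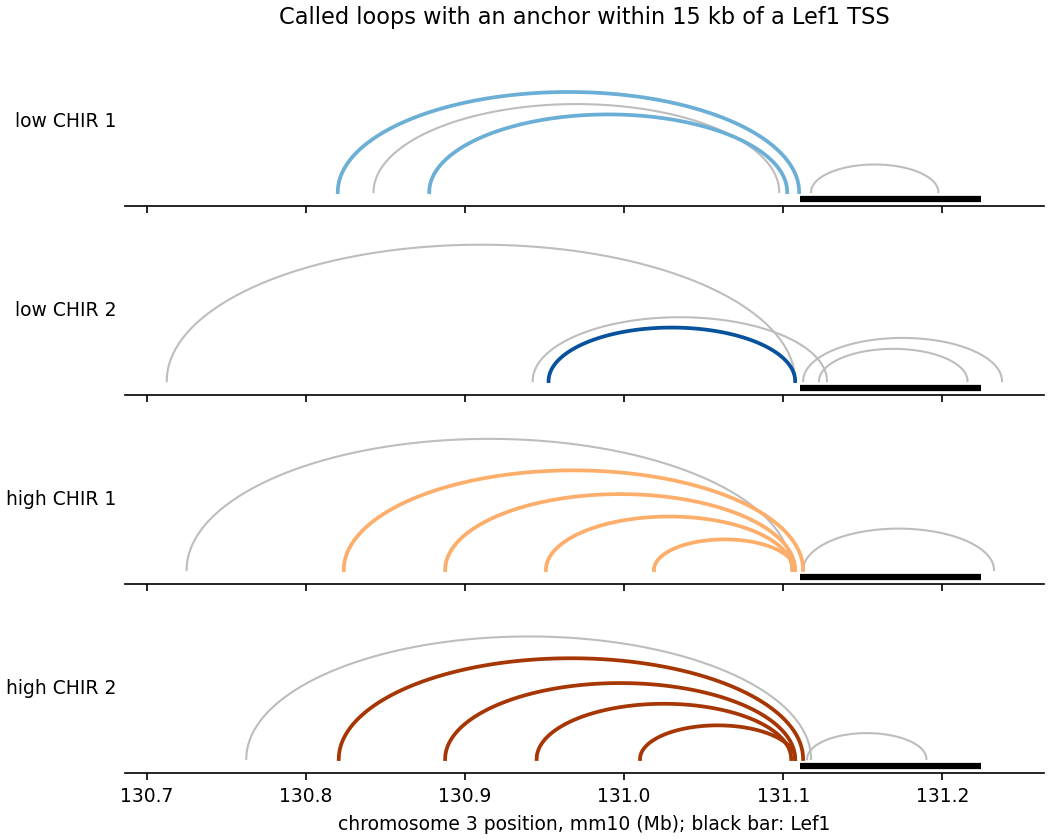
Loops with an anchor within 15 kb of a Lef1 TSS, drawn as arcs between their anchors along chromosome 3 (horizontal axis, Mb, mm10), with 1 track per library and the gene as a black bar. Colored arcs match 1 of the 4 reproducible high CHIR loops, of which low CHIR replicate 1 held 2 and low CHIR replicate 2 held 1. Arc height shows span and not contact count.

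Loops at genes were compared with other loops. Of all reproducible loops 86.1% lay within 15 kb of a TSS, and 58.9% of these TSS loops were specific to one condition, against 71.6% of other loops. The difference was -12.7 percentage points (Fisher's exact test, p = 2.02e-43). Among TSS loops of low CHIR 40.6% were specific, and among those of high CHIR 42.9%. The same difference was -13.3 and -12.7 points in the mixed pairings. Within bins of mean count the difference was much smaller or reversed, so it went mostly with count: the shares of TSS and other loops were 89.1% and 89.8% below 30, 71.5% and 75.7% from 30 to 40, 58.1% and 59.7% from 40 to 50, 43.3% and 41.4% from 50 to 70, and 15.2% and 10.99% over 70. The difference was -4.88 points with a TSS distance of 2.5 kb and -5.79 points with a tolerance of 5 kb.

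Anchor sequences were searched for motifs of CTCF, the protein that halts loop extrusion, and of TCF/LEF factors. Convergent CTCF motifs were present at 35.0% of shared loops, 14.2% of low-specific loops and 15.8% of high-specific loops. The difference between shared and specific loops was 19.95 percentage points (Fisher's exact test, p = 1.29e-265). With no mismatch allowed all shares were lower: 4.09% of shared, 0.73% of low-specific and 0.95% of high-specific loops. The difference was then 3.25 points. In the mixed pairings the shares were 35.3% and 35.2% for shared and 15.9% and 15.8% for specific loops. TCF/LEF motif density was 0.441 per kb at anchors of high-specific loops and 0.433 per kb at those of low-specific loops (permutation p = 0.0322). At shared loops it was 0.412 per kb, further from both than they were from each other. Base composition and distance to a TSS were not adjusted for. In the mixed pairings the difference was -0.0019 per kb (permutation p = 0.656) and 0.0065 per kb (permutation p = 0.121), against 0.0083 per kb here.

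The last comparison asked whether the gene lists had more loops in one condition, counted in every library. Hox genes, the patterning genes of 4 chromosomal clusters, had fewer loops in high CHIR. Their 39 genes had 175 and 168 loops in the low CHIR libraries and 137 and 160 in the high CHIR libraries, and the log2 ratio scaled by list length was -0.37 (permutation p = 0.0005, adjusted p = 0.007 over 14 lists). Of these genes 23 had more loops in low CHIR and 7 had more in high CHIR, in numbers not scaled by list length. Hoxb6 had 8 and 9 loops in low CHIR and 10 and 10 in high CHIR, Hoxd3 7 and 9 in both, Hoxb7 6 and 6 against 7 and 7, and Hoxd4 5 and 7 against 6 and 8. Neighboring Hox genes share loops, and counted once each the 4 clusters had 64 and 63 loops in low CHIR and 54 and 62 in high CHIR. The Hoxc cluster had 16 and 13 in low CHIR and 9 and 10 in high CHIR, and the Hoxa cluster 16 and 14 against 13 and 16. Against random windows of the same size, a comparison added after the data were seen, the log2 ratio of distinct loops was -0.29 (permutation p = 0.0989). The call was lost without low CHIR replicate 1 (-0.19, adjusted permutation p = 0.441) and without high CHIR replicate 1 (-0.33, adjusted permutation p = 0.0518). It was also lost with a TSS distance of 2.5 kb, with reproducible loops alone and with unmatched random lists, with log2 ratios of -0.42, -0.30 and -0.37 and adjusted p of 0.511, 0.153 and 0.127, and p ranged from 0.0014 to 0.511 over its 8 alternatives.

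The other 13 lists each had an adjusted p of 0.900 and did not pass. Log2 ratios were scaled by list length. Loop numbers, and genes counted as higher or lower, were not scaled. The high CHIR lists held more loops on average, so unscaled numbers lean towards high CHIR. Canonical Wnt genes had 58 and 60 loops in low CHIR and 67 and 76 in high CHIR (log2 ratio 0.11), with 10 genes higher in high CHIR and 3 lower. That ratio was 0.24 without low CHIR replicate 1 and -0.0035 without low CHIR replicate 2. Axin2 had 6 and 7 loops in low CHIR and 8 and 9 in high CHIR, Bambi 6 and 7 against 9 and 7, and Rnf43 6 and 6 against 4 and 7. Nephron induction genes had a log2 ratio of 0.01, with 8 genes higher and 7 lower, or -0.10 without low CHIR replicate 2 and -0.01 without high CHIR replicate 2. Mafb had 6 and 4 loops against 8 and 8, and Irx1, a gene of the middle nephron segments, 3 and 2 against 8 and 9. NPC self-renewal genes had -0.08, with 5 genes higher and 5 lower. Gdnf, the ligand that drives ureteric branching, had 4 and 5 loops against 8 and 8, Eya1 4 and 10 against 7 and 10, Sall1 7 and 9 against 8 and 5, and Itga8 6 and 9 against 5 and 10. TCF/LEF factors and beta-catenin had 0.01, or -0.14 without high CHIR replicate 1 and -0.000139 without low CHIR replicate 1, and Tcf7l2 had 10 and 11 loops against 15 and 12, Tle3 7 and 12 against 8 and 13, Gsk3b 7 and 12 against 11 and 8, and Tcf7l1 8 and 6 against 6 and 6.

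AP-1 factors had a log2 ratio of -0.09, with Jun at 7 and 12 loops in both conditions, Fosl2 at 7 and 7 in low CHIR against 8 and 9 in high CHIR, Atf3 at 4 and 6 against 3 and 3, and Fos at 2 and 3 in both. Cell cycle genes had -0.07, with Myc at 10 and 11 against 10 and 13 and Mycn at 8 and 7 against 7 and 9. Sterol biosynthesis genes had 0.07, with Fdps at 3 and 3 against 4 and 6. Interstitial progenitor markers had 0.12, with Pdgfra at 4 and 5 against 10 and 7 and Fat4 at 8 and 8 against 6 and 10. Ureteric epithelium markers had -0.15, with Wnt11 at 7 and 9 against 4 and 5 and Wnt7b at 5 and 8 against 9 and 8. Endothelial markers had -0.11, with Flt1 at 5 and 2 against 6 and 9 and Eng at 4 and 2 against 3 and 4. Pecam1 had 5 and 8 against 4 and 5, and Esam 4 and 5 against 3 and 1. Immune markers had 0.25, with C1qa at 4 and 6 against 4 and 5 and Lyz2 at 3 and 3 against 3 and 1. Spi1 had 4 and 2 against 3 and 7, and Fcer1g 1 and 3 against 3 and 3. Housekeeping genes had -0.11, with Ywhaz at 6 and 4 against 4 and 5, and the genes that the study names as looped had -0.10. With 1 library left out the ratio turned to 0.05 and 0.06 for AP-1 factors (without low CHIR replicate 2 and high CHIR replicate 1), -0.03 for sterol biosynthesis and 0.04 for endothelial markers (without low CHIR replicate 1), and -0.02 for immune markers (without low CHIR replicate 2). Immune markers had 0.59 without low CHIR replicate 1. Over all settings run, only cell cycle genes, Hox genes and interstitial progenitor markers kept 1 sign.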

Values the study reported

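The study reported 19,494 replicated loops in low CHIR and 20,729 in high CHIR. Loops unique to one condition made up 40% in low CHIR and 44% in high CHIR, and among loops anchored on a TSS 35% and 49%. A methods table listed 35854 and 39693 loops in the low CHIR replicates, with an overlap of 12181, and 36731 and 40595 loops in the high CHIR replicates, with an overlap of 12231. For Lef1 the study described 0 loops to the TSS in low CHIR and 4 in high CHIR, and for Wnt4 it described 3 loops that were stable between the conditions.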

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

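All alternatives here were planned except halved counts, the block on halved counts, the Hox windows and the settings of the Wnt contact median, which were chosen after the data were seen. The cluster centroid alternative was not run, since the deposited positions are centroids already. Reproducible loops numbered 10219 in low CHIR and 10703 in high CHIR with a tolerance of 5 kb, 7598 and 7860 with false discovery rates of at most 0.01, and 7396 and 7922 with counts of at least 40, each by construction a stricter list. The shared percentage of high CHIR and low CHIR loops was 44.6 and 46.7 at 5 kb, 53.6 and 56.7 with any match, 65.4 and 67.7 with the stricter rates, 66.0 and 70.7 with counts of at least 40, and 59.95 and 59.8 with equal list lengths. It was 54.0 for high CHIR loops at 20 kb. Counting a match in either library of the other condition as shared gave 76.1 and 78.8. With 1 library left out the range was 19.5 to 67.7 for high CHIR loops and 20.9 to 69.97 for low CHIR loops.

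The number of gene lists with a loop shift was 0 with a TSS distance of 2.5 kb, 0 with reproducible loops alone, 0 with unmatched random lists, and 0 to 1 with 1 library left out. None of the other 13 lists was called in 91 combinations of list and alternative, and Hox genes kept their call in 2 of 8. Loops called by edgeR numbered 0 with DESeq2 (122 at an unadjusted p under 0.05), 0 with the donut offset (539), 1 with loess, 28 with a replicate block and 6 with the block on halved counts, and 0 to 14 with 1 library left out, where the lone library is assumed to vary like the other condition. Replicates came from different litters, made at intervals of months, and whether libraries of the same number shared a litter is not stated. The correlation of their deviations was -0.00109, which with 2 libraries per dose and small counts cannot exclude a shared batch. The fit without a block was kept, since the labels state no pairing. The cause of the other changes was not tested. The calls of the Msx1, Nkd1 and Zc3hc1 loops were each kept in 5 alternatives, of 11, 10 and 11, always with the same direction. The median contact change of canonical Wnt genes stayed between 0.27 and 0.38 with 1 library left out, taken from mean log2 counts without a refit. It was 0.36 with loess and with DESeq2 size factors, and 0.01 with the donut offset. The TSS difference and both motif differences kept their direction and their side of the threshold in each alternative run. None of these alternatives held count fixed, and within bins of mean count the TSS difference was smaller or reversed. Counts limit the test of contact strength: in simulated counts 52.2% of loops changed 2-fold were called. That simulation left out the calling step, and loops lost from a list were not tested. The share found among real changed loops may therefore differ.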

Other observations

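Tests chosen only after the result was seen were the count of strictly specific loops in the mixed pairings, the calls missed at low counts, the loess normalization and the donut offset for canonical Wnt loops, the contact change by span, and the mixed pairing for loop span at loops found in all 4 libraries.

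Median loop spans were longer in the high CHIR lists. The median span was 105 and 110 kb in the low CHIR libraries and 115 and 122.5 kb in the high CHIR libraries. High-specific loops had a median span of 125 kb, low-specific loops 95 kb and shared loops 154 kb. Specific loops of the mixed pairings had medians of 118 kb for the libraries numbered 2 against 96.3 kb for those numbered 1, and of 109 against 107 kb with crossed numbers. Among the 9039 loops found in all 4 libraries, the median log2 fold change of contact was -0.05 in the 1808 loops with the shortest spans and 0.06 in the 1808 with the longest. The latter took 14.4% and 14.2% of counts in the low CHIR libraries and 15.1% and 14.98% in the high CHIR libraries. Of the Hox clusters not given above, Hoxb had 16 and 19 distinct loops in low CHIR and 18 and 18 in high CHIR, and Hoxd had 16 and 17 against 14 and 18. Strictly high-specific loops at TCF/LEF factors and beta-catenin numbered 10, against a mean of 4.63 in matched random lists (permutation p = 0.021, adjusted p = 0.343), and strictly low-specific loops 9, against 3.97 (permutation p = 0.0245, adjusted p = 0.343).

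The number of reproducible Wnt4 loops shared by the 2 doses was 1 here, and a loop classed as high-specific was also found in all 4 libraries. That is lower than the value quoted from the study above, which came from lists that differ in length from the deposited ones.

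Loops specific to one CHIR condition were weighed first, at genes such as Jag1, Abcc12 and Lrig1. Calls missed at low counts in any library may account for many of them: loops with a count under 40 were missed in the replicate in 75.9% to 83.9% of cases and in the other dose in 77.0% to 84.8%, with a mean difference of 0.668 points that took both signs over the 4 libraries. These shares depend on the length of the list searched. The only negative difference, -3.08 points, was in low CHIR replicate 2, whose replicate had the shortest list. The largest, 3.43 points, was in high CHIR replicate 1, whose replicate had the longest. The change of sign may thus follow from list length. The lower count of strictly specific loops, at most 0.667 of the median of shared loops in each library, decides nothing, since loops called in all 4 libraries have higher counts whatever the cause. Variation between libraries that has nothing to do with CHIR cannot be told apart, since there are only 3 pairings, with 7234 strictly specific loops in the real one and at most 6610 in the others. A change of loops at CHIR-responsive genes also stays open: canonical Wnt genes had 8 strictly high-specific loops, against a mean of 5.25 in random lists (permutation p = 0.158), but random lists reached 10 at their upper 97.5%, so the bound set beforehand would have missed an excess of that size.

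Higher contact in high CHIR at canonical Wnt loops, led by Nkd1 and Msx1, was weighed second. A shift of counts between libraries with loop span and mean count is argued against as the whole cause, since with loess normalization on both the median log2 fold change was still 0.36, outside the range of -0.13 to 0.14 of random loop sets normalized alike. Variation between libraries cannot be told apart from CHIR: the real median was 0.36 and the highest other 0.07, but 3 pairings are too few to decide, and the bound set beforehand did not allow for that. Higher contact in the whole neighborhood of the loop, and not at the loop pixel alone, is a candidate explanation, as the median was 0.0103 with the donut expected count as offset. The median over all tested loops was -0.05 with that offset. Whether a wider change of chromatin at active Wnt targets lies behind it was not tested. Nor was a difference between libraries in the called position of a loop.

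The longer spans in high CHIR were weighed last. List length stays open for the medians of the lists: at equal length the lowest high CHIR library exceeded the highest low CHIR library by 0 kb, which met the bound set beforehand, but that bound was weak, since the mean gap between doses, taken only after that result was seen, was 15 kb at equal length and 11.3 kb in the lists as deposited. At loops found in all 4 libraries a difference in total counts is argued against: the Spearman correlation of log2 fold change with span across these loops, which are not independent replicates, was 0.165 between doses, whose counts there differed 1.096-fold, and -0.0413 between the libraries numbered 2 and 1, whose counts differed 1.19-fold. Variation between libraries stays open for the same reason, with 0.165 in the real pairing and at most 0.0413 in size in the others. An effect of CHIR on long contacts is one hypothesis among these, and with the donut expected count as offset the correlation was 0.0255.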
